# Sexing of cattle embryos using RNA-sequencing data or polymerase chain reaction based on a complete sequence of cattle chromosome Y

**DOI:** 10.3389/fgene.2023.1038291

**Published:** 2023-04-03

**Authors:** Jada Lindsay Nix, Gustavo Pimenta Schettini, Fernando Henrique Biase

**Keywords:** sexing, RNA-sequencing, blastocyst, embryos, PCR

## Abstract

When necessary, RNA-sequencing data or polymerase chain reaction (PCR) assays can be used to determine the presence of the chromosome Y (ChrY) in samples. This information allows for biological variation due to sexual dimorphism to be studied. A prime example is when researchers conduct RNA-sequencing of single embryos, or conceptuses, prior to the development of gonads. A recent publication of a complete sequence of the ChrY has removed limitations for the development of these procedures in cattle, otherwise imposed by the absence of a ChrY in the reference genome. Using the sequence of the cattle ChrY and transcriptome data, we conducted a systematic search for genes in the ChrY that are exclusively expressed in male tissues. The genes ENSBIXG00000029763, ENSBIXG00000029774, ENSBIXG00000029788, and ENSBIXG00000029892 were consistently expressed across male tissues and lowly expressed or absent in female samples. We observed that the cumulative values of counts per million were 2688-fold greater in males than the equivalent values in female samples. Thus, we deemed these genes suitable for the sexing of samples using RNA-sequencing data. We successfully used this set of genes to infer the sex of 22 cattle blastocysts (8 females and 14 males). Additionally, the completed sequence of the cattle ChrY has segments in the male-specific region that are not repeated. We designed a pair of oligonucleotides that targets one of these non-repeated regions in the male-specific sequence of the ChrY. Using this pair of oligonucleotides, in a multiplexed PCR assay with oligonucleotides that anneal to an autosome chromosome, we accurately identified the sex of cattle blastocysts. We developed efficient procedures for the sexing of samples in cattle using either transcriptome data or their DNA. The procedures using RNA-sequencing will greatly benefit researchers who work with samples limited in cell numbers which are only sufficient to produce transcriptome data. The oligonucleotides used for the accurate sexing of samples using PCR are transferable to other cattle tissue samples.

## Introduction

Determining sexual dimorphism has become increasingly important in biomedical studies (Clayton, 2018). Determining the sex of a sample collected from a mammalian individual before the development of gonads (for example, in pre-implantation embryos) requires the detection of DNA or RNA originating from the chromosome Y. Notably, however, the sequence of the cattle chromosome Y has not yet been added to the reference genome. This poses challenges for the identification of male specific sequences or genes for the development of assays or procedures to infer the sex of embryos or samples of unknown origin.

Non-reproductive tissues express genes from the chromosome Y (Chang et al., 2013; Zhang et al., 2019; Godfrey et al., 2020). Thus, the chromosome Y has been used as a potential source of transcripts for sexing samples of unknown origin. For example, transcriptome data has been used for the determination of sex in humans (Petropoulos et al., 2016), rhesus macaque (Midic et al., 2018), and mice (Midic et al., 2018) pre-implantation embryos. In addition, transcriptome data was used to determine the sex of pig conceptuses (Teixeira et al., 2019). A major difference between these species and cattle is that the chromosome Y is not yet included in the reference genome. An opportunity to identify the sex of samples using RNA-sequencing data emerged with the recent publication (Liu et al., 2019) of the complete sequence of the cattle chromosome Y, accompanied by annotation of this chromosome.

In cattle, sex determination of preimplantation embryos by polymerase chain reaction (PCR) (Mullis, 1990) of male-specific genomic regions has been successfully employed in previous studies (Bondioli et al., 1989; Peura et al., 1991; Utsumi et al., 1992; Itagaki et al., 1993; Kirkpatrick and Monson, 1993; Machaty et al., 1993; Bredbacka et al., 1995; Park et al., 2001; Alves et al., 2003; Hirayama et al., 2004; Kageyama et al., 2004; Ekici et al., 2006; Lu et al., 2007; Zoheir and Allam, 2010; Khamlor et al., 2015) with an average success rate of approximately 90% (Herr, 1990; Itagaki et al., 1993; Seidel, 2003). This method has also been successfully used in sexing animal products, such as semen (Joerg et al., 2004; Parati et al., 2006; Abdul et al., 2011; Resende et al., 2011; Maleki et al., 2013), blood (Fujishiro et al., 1995), or meat (TAGLIAVINI et al., 1993; Zeleny et al., 2002; Herrero et al., 2013). In addition, maternal plasma (Da Cruz et al., 2012; Davoudi et al., 2012) and fetal fluids (Kamimura et al., 1997; Makondo et al., 1997) have undergone PCR for sexing of gestational fetuses. These studies, however, utilized oligonucleotide sequences which were designed based on an incomplete bovine chromosome Y sequence. Many of these oligonucleotides bind to repeated regions on the chromosome Y (Bondioli et al., 1989; Utsumi et al., 1992; Itagaki et al., 1993; Machaty et al., 1993; Bredbacka et al., 1995; Park et al., 2001; Alves et al., 2003; Kageyama et al., 2004). The amplification of repeated elements has been shown to negatively impact oligonucleotide binding specificity while increasing the instance of PCR artifacts, overall lowering assay efficiency and accuracy (Hommelsheim et al., 2014). In attempts to combat this downfall, previous studies have relied on methods such as nested PCR (Kirkpatrick and Monson, 1993; Makondo et al., 1997; Abdul et al., 2011) or loop-mediated isothermal amplification (Hirayama et al., 2004; Zoheir and Allam, 2010; Khamlor et al., 2015) to improve assay accuracy and sensitivity. However, replicability of the assays across laboratories has been challenging.

The recent publication of the complete sequence of the cattle chromosome Y (Liu et al., 2019), along with a gene annotation, motivated us to develop a procedure to determine sample sex using cattle RNA-sequencing data. First, we aimed to identify a set of genes in the chromosome Y that can be used for the determination of sex using transcriptome data. Next, we tested the hypothesis that RNA-sequencing data can be used for accurate determination of sex of cattle embryos. In parallel, we designed a new set of oligonucleotides that can accurately detect DNA from the chromosome Y in samples of unknown sex. Using transcriptome data from blastocysts as a testbed, we present a pipeline for the unambiguous determination of sex in cattle samples.

## Materials and methods

All codes used for bioinformatics and analytical work related to RNA-sequencing reported in the methods are presented in the Additional file 1, and are also available in the figshare repository (Biase, 2022) and on the website: https://biase-lab.github.io/sexing_samples_RNA_sequencing/index.html.

### Public datasets used for the identification of genes suitable for sexing by RNA-sequencing

We used public RNA-sequencing datasets produced from samples obtained from male or female cattle. Datasets from females [GSE55435 (Canovas et al., 2014), GSE192530 (Wilson et al., 2022)] contained samples from the endometrium, fat, hypothalamus, liver, muscle, ovary, pituitary, peripheral white blood cells, and uterus. Datasets from males [GSE176219 (Rabaglino et al., 2021), GSE196974 (Rabaglino et al., 2021), GSE128075 (Fang et al., 2020)] contained epididymis, liver, muscle, prostate, and testis.

### Identification of genes in the cattle chromosome Y suitable for sexing with RNA-sequencing data

We obtained the sequence for the cattle chromosome Y from the National Center for Biotechnology Information [CM011803.1, assembly GCA_003369685.2 produced by Liu et al. (2019)], and appended the sequence to the file containing the cattle reference genome (Elsik et al., 2009) (ARS-UCD1.2/bosTau9) obtained from the Ensembl database (Kinsella et al., 2011; Flicek et al., 2012), hereafter denoted as ARS-UCD1.2+chrY. Furthermore, we obtained the reference annotation for the cattle genome (Bos_taurus.ARS-UCD1.2.105.gtf) and the annotation from the GCA_003369685.2 assembly (Bos_taurus_hybrid.UOA_Angus_1.97.chr.gtf) from the Ensembl database (Kinsella et al., 2011; Flicek et al., 2012). Because we were interested in the genes specific to the chromosome Y, we only worked with the annotation ranging from nucleotides 6953027 and 15591347 (Liu et al., 2019).

We aligned the RNA-sequencing data to the genome ARS-UCD1.2+chrY using HISAT2 (2.2.1) (Kim et al., 2019), followed by filtering with samtools (Li et al., 2009; Danecek et al., 2021) and removal of duplicates with biobambam (Tischler and Leonard, 2014). Next, we counted the sequences matching the reference annotation (Bos_taurus.ARS-UCD1.2.105.gtf) and the modified annotation from Liu et al. (Liu et al., 2019). We executed the counting independently to avoid merging GTF files.

In R software (Ihaka and Gentleman, 1996; RCoreTeam, 2020), we created one matrix with the read counts from both annotations and used it as input to calculate normalized counts per million with the functions “calcNormFactors” (TMM normalization) and “cpm” from the R package “edgeR” (McCarthy and Smyth, 2010). Next, we filtered the genes present in the chromosome Y to retain genes with more than 600 reads across 64 male and female samples. Finally, the raw counts from genes present in the chromosome Y were used as input for the calculation of differential gene expression using the quasi-likelihood negative binomial generalized log-linear model from the R package “edgeR.”

### Production of RNA-sequencing data from blastocysts

Reagents used for embryo production were purchased from Sigma-Aldrich (St. Louis, MO, United States), unless otherwise stated.

We obtained cattle ovaries from a slaughterhouse which were transported to our laboratory in saline (0.9% NaCl) and antibiotic antimycotic solution (1x, Life Technologies, Grand Island, NY, United States). Using a regulated vacuum system coupled to a collection tube containing BoviPlus oocyte washing medium with BSA (Minitube, Verona, WI, United States) (OCM) and an 18 g needle, we aspirated ovarian follicles ranging from 3 to 8 mm in diameter to retrieve cumulus-oocyte complexes (COCs). COCs were then placed through two consecutive washes in OCM. Only COCs with heterogenous cytoplasm and three or more layers of compact cumulus cells surrounding the zona pellucida were *in vitro* matured.

All procedures and media formulations were adapted from a standard protocol for *in vitro* production of cattle embryos (Tribulo et al., 2019). The COCs were first placed through three washes of oocyte maturation media [OMM, TCM-199 + Earle’s Salts (Life Technologies, Grand Island, NY, United States) supplemented with 5 μg/ml follicle-stimulating hormone (Vetoquinol, Ft. Worth, TX, United States), 46 µM gentamycin, 1 mM glutamax, 250 mM sodium pyruvate, and 10% FBS (HyClone Laboratories, Utah, United States)]. This was followed by plating ten COCs in 50 µl droplets of OMM covered in mineral oil, which were incubated at 38.5°C in a humidified atmosphere at 5% CO_2_ for 22–24 h.

Prior to fertilization, the COCs were washed trice in SOF-HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid)-buffered synthetic oviductal fluid (3 mg/ml fraction V BSA, 0.2 mM sodium pyruvate, 7.5 μg/ml gentamicin, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 10 mM HEPES, 2 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate) and twice in fertilization media (6 mg/ml essentially fatty acid free BSA, 1 mM sodium pyruvate, 10.5 mM gentamicin, 0.01 mg/ml heparin, 1 mM caffeine, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 25.07 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate) before being placed in a final plate of fertilization media. In parallel, straws containing frozen semen were prepared following a previously described protocol (Tribulo et al., 2019) with BoviPure and BoviDilute (Nidacon International, Molndal, Sweden) to separate spermatozoa by a density isolation gradient. Spermatozoa were introduced to COCs in our final fertilization plate at a concentration of 1,000,000 spermatozoa/ml, as described elsewhere (Ward et al., 2002). Plates containing COCs and spermatozoa were incubated for 16–18 h under the same conditions described for IVM.

Presumptive zygotes were denuded of their cumulus cells by vortexing for 5–7 min, then transferred through three washes of SOF-HEPES. Presumptive zygotes were then placed through two washes of SOF culture media (4 mg/ml essentially fatty acid free BSA, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 25.07 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate, 1 mM glutamax, 0.4 mM sodium pyruvate, 1x MEM-non-essential amino acid solution, 1x BME-essential amino acid solution, 52.3 mM gentamicin, 0.5 mM sodium citrate, and 2.77 mM myo-inositol) before being plated in groups of 25–30 in 50 μl droplets of SOF culture media immersed in mineral oil. Plates containing presumptive zygotes in SOF culture media were incubated for 7 days at 38.5°C in a humidified atmosphere at 5% CO_2_ and 5% O_2_. We collected whole blastocysts individually in 1 μl of phosphate buffered saline solution, between 165 and 166 h post-fertilization (hpf).

### Sexing of blastocysts using polymerase chain reaction

Using NCBI Primer BLAST (Ye et al., 2012), oligonucleotides (F: 5′-AGG​GTG​AAG​CAA​ATG​GTC​GT-3′, R: 5′-GGA​GCA​ACA​GTG​TCC​TGT​GT-3′) were designed to target the male-specific region of the Y (MSY) chromosome [CM011803.1 (Liu et al., 2019)]. These oligos produce a 279 nucleotide-long amplicon starting at the nucleotide 10308598 and ending at the nucleotide 10308776 of the sequence CM011803.1. Oligonucleotides targeting a portion of the gene CDK1 (F: 5′-GCC​CAG​ACC​CAG​CAT​CAT​T-3′, R: 5′-GGG​AGT​GCC​CAA​AGC​TCT​AAA-3′), located on chromosome 28, were multiplexed in addition to those which targeted MSY. These oligonucleotides were designed to produce 590 nucleotide-long amplicons starting at the nucleotide 16498587 and ending at the nucleotide 16499156 of chromosome 28.

A total of 60 bovine blastocysts were collected individually in 1 μl phosphate buffered saline solution. The embryo’s DNA was exposed by the addition of 5 μl of Lucigen QuickExtract DNA Extraction Solution (Lucigen, Middleton, WI, United States) per embryo prior to incubation at 65°C for 15 min then 98°C for 2 min.

We obtained post-mortem blood samples from a heifer and a steer. We isolated the buffy coat by centrifugation as we have previously described (Dickinson et al., 2018; Moorey et al., 2020; Wilson et al., 2022). Using a Zymo Direct-zol DNA/RNA Miniprep Kit (Zymo Research, Irvine, CA, United States), we extracted DNA from the isolated peripheral white blood cells to serve as positive controls.

Using the total lysate of each blastocyst, we conducted PCR reactions comprised of 0.2 IU/μl Phusion Hot Start II DNA Polymerase (Thermofisher Scientific, Waltham, MA, United States), 1X Phusion HF Buffer, 3% DMSO, 200 μM dNTPs (Promega, Madison, WI, United States), and forward and reverse oligonucleotides (IDT, Coralville, Iowa) for CDK1 and MSY at 0.15 μM each, at a final volume of 20 μl in clear 0.2 ml PCR tubes (VWR, Philadelphia, PA, United States). The cycling conditions used were as follows: 98°C for 30 s, then 35 cycles of 98°C for 10 s, 60°C for 30 s, and 72°C for 30 s, followed by a final extension of 72°C for 5 min.

We determined the sex of each embryo by agarose gel electrophoresis. We loaded 10 μl of each PCR product in a 2% agarose gel (VWR, Philadelphia, PA, United States) in 1x Tris-Acetate EDTE buffer (Thermofisher, Waltham, MA, United States) and electrophoresis was carried out for 40 min at 90v. DNA was stained by submerging the gel into a solution of Promega Diamond Nucleic Acid Dye (Promega, Madison, WI, United States) and 1x Tris-Acetate EDTE buffer for 30 min away from direct light. Using a BioRad Gel Doc XR and Image Lab program (BioRad, Hercules, CA, United States), gels were imaged. Males were defined as those who presented bands from both CDK1 and MSY amplification, while females were defined as those who only presented a band for CDK1 amplification.

To validate the identity of our amplicon, we proceeded with Sanger sequencing of PCR products resultant from MSY chromosome oligonucleotides. We conducted PCR on known male DNA extracted from peripheral white blood cells, using reaction and cycling conditions as described above. We then purified amplicon fragments with a Zymo DNA Clean and Concentrator kit (Zymo Research, Irvine, CA, United States) by following the provided protocol. We quantified 2 μl of our purified product using a Nanodrop (Thermofisher Scientific, Waltham, MA, United States). We submitted the purified fragment for Sanger sequencing by the Virginia Tech Genomic Sequencing Center. Resultant sequences were aligned to a segment of the *Bos indicus* x *Bos taurus* breed Angus x Brahman F1 hybrid chromosome Y whole genome shotgun sequence (CM011803.1) to validate amplicon identity using BLAST from the NCBI (Johnson et al., 2008; Boratyn et al., 2013).

### Sexing of blastocysts using RNA-sequencing data

We extracted total RNA from individual blastocysts with TRIzol Reagent with the aid of Phasemaker Tubes for improved yield and purity of the RNA (Chomczynski and Sacchi, 1987; Puissant, 1990; Chomczynski and Sacchi, 2006; Biase, 2021), and stored total RNA in 70% ethanol at −80°C until further use. Before proceeding with library preparation, we assessed the RNA integrity resulting from our extraction in a 2100 Bioanalyzer using the Agilent RNA 6000 Pico Kit (Agilent Technologies, Germany). Samples with RNA integrity number greater than 8 were used for library preparation.

We carried out library preparation using a modified mcSCRB-seq protocol (Bagnoli et al., 2018; Biase, 2021). Ethanol was removed from the RNA pellets and dried for a few minutes. Next, we resuspended the RNA pellet in a solution containing an oligo-dTVN primer (5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′). Tubes were heated to 72°C for 3 min to denature secondary RNA structures. Then, we added 5 µl of RT mix containing 200 U/µl Maxima H Minus Reverse Transcriptase, 1x Maxima RT Buffer, 7.5% PEG 8000, 10 mM dNTPs, and 2 µM of a template-switching oligo (5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′) to the reaction. We incubated the tubes at 42°C for 1.5 h to generate full-length cDNA. Next, we purified the cDNA product with AMPure XP beads to remove reagents before amplification.

Immediately following the purification, we added a preamplification mix containing 1.25 U Terra polymerase, 1x Terra direct buffer, and 0.1 µM of primer (5′-AAG​CAG​TGG​TAT​CAA​CGC​AGA​GT-3′) to each tube. Amplification was performed with 10 PCR cycles under the following conditions: 98°C for 15 min, 68°C for 5 min, and 72°C for 10 min. After the final cycle, the reaction was held at 8°C. Finally, we purified products with AMPure XP beads. We assessed the quality of the amplification with the 2100 Bioanalyzer and the Agilent High Sensitivity DNA kit, followed by quantification of the products with a Qubit 4.0 fluorometer.

We used 1 ng of the amplified cDNA as a template for library preparation using the Nextera DNA Flex Library Prep kit following the manufacturer’s protocol. We amplified the tagmented cDNA with 13 cycles of PCR. Following a purification of the library with AMPure XP beads, we assessed the DNA profile with a 2100 Bioanalyzer, using the Agilent High Sensitivity DNA kit and quantified with a Qubit 4 fluorometer. Libraries were sent to the VANTAGE: Vanderbilt Technologies for Advanced Genomics at Vanderbilt University to produce paired-end sequencing with reads 150 nucleotides long, using an Illumina NovaSeq6000 platform.

Using the pipeline described above, we aligned the sequences to the bovine reference genome and the chromosome Y (ARS-UCD1.2+chrY described above), followed by filtering and removal of duplicates before the quantification of genes in the autosome, X, and Y chromosomes.

## Results

### Identification of genes suitable for sexing with RNA-sequencing data

We obtained 30 and 36 libraries produced from samples collected from males [GSE176219 (Rabaglino et al., 2021), GSE196974 (Rabaglino et al., 2021), GSE128075 (Fang et al., 2020)] and females [GSE55435 (Canovas et al., 2014), GSE192530 (Wilson et al., 2022)], respectively, from the GEO public database. On average, after filtering, there were 48,700,745, and 17,829,956 fragments mapped to the reference cattle genome and chromosome Y for females and males, respectively. Out of the reads that mapped to the whole genome, on average, 0.14% and 0.1% mapped to chromosome Y in males and females, respectively.

After calculating the normalized counts per million using all the reads that mapped to the cattle annotation, we subset the transcriptome dataset to retain genes that span the window between nucleotides 6953027 and 15591347, which includes the ampliconic region of chromosome Y. After testing for differential transcript abundance between males and females, we identified a few candidate genes based on the F value obtained from the quasi-likelihood negative binomial generalized log-linear model executed with the R package “edgeR” (Table 1).

**TABLE 1:** Top ten differentially expressed genes between male and female tissues located in the cattle chromosome Y.

Gene ID	Gene symbol^a^	logFC	logCPM	F	P	ChrY start^b^	ChrY end^b^
ENSBIXG00000029763	*OFD1*	11.27	14.75	2118.43	7.92E−37	6953027	7017526
ENSBIXG00000029788	—	9.71	14.55	1046.01	3.99E−46	7419104	7602856
ENSBIXG00000029774	*ZRSR2*	10.98	14.47	813.87	1.34E−28	7305910	7361376
ENSBIXG00000029892	—	8.46	15.50	707.08	3.41E−40	8054318	8104065
ENSBIXG00000029986	—	9.59	13.15	429.26	2.75E−23	10463946	10554936
ENSBIXG00000029770	—	7.97	16.16	341.26	4.12E−29	7099749	7248718
ENSBIXG00000029886	—	−1.95	18.42	320.06	6.13E−29	7835303	7835773
ENSBIXG00000029889	—	6.60	15.14	228.70	5.33E−23	7966867	8040039
ENSBIXG00000029864	—	6.73	15.57	210.27	4.26E−22	7648102	7686255
ENSBIXG00000030021	—	−2.46	14.86	172.28	3.28E−21	11907972	11908877

^a^ Ensembl annotation. — not determined. FC, fold change, CPM, counts per million.

^b^ Please refer to (Bos_taurus_hybrid.UOA_Angus_1.97.chr.gtf) from the Ensembl database (Kinsella et al., 2011; Flicek et al., 2012).

We inspected the profile of the genes within the ampliconic region of the cattle chromosome Y (Figure 1A) and observed that the samples obtained from females had low to no transcript quantification for the top four differentially expressed genes (Figure 1B, red arrows). We identified that the cumulative transcript abundance (in counts per million, CPM) for the genes ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763 in male samples was on average 2688-fold greater than the equivalent values in female samples (male samples minimum: 30.92, median: 46.76, average: 80.65, maximum: 250.85; female samples minimum: 0.00, median: 0.00, average: 0.03, maximum: 0.37) (Figure 1C).

**FIGURE 1:**
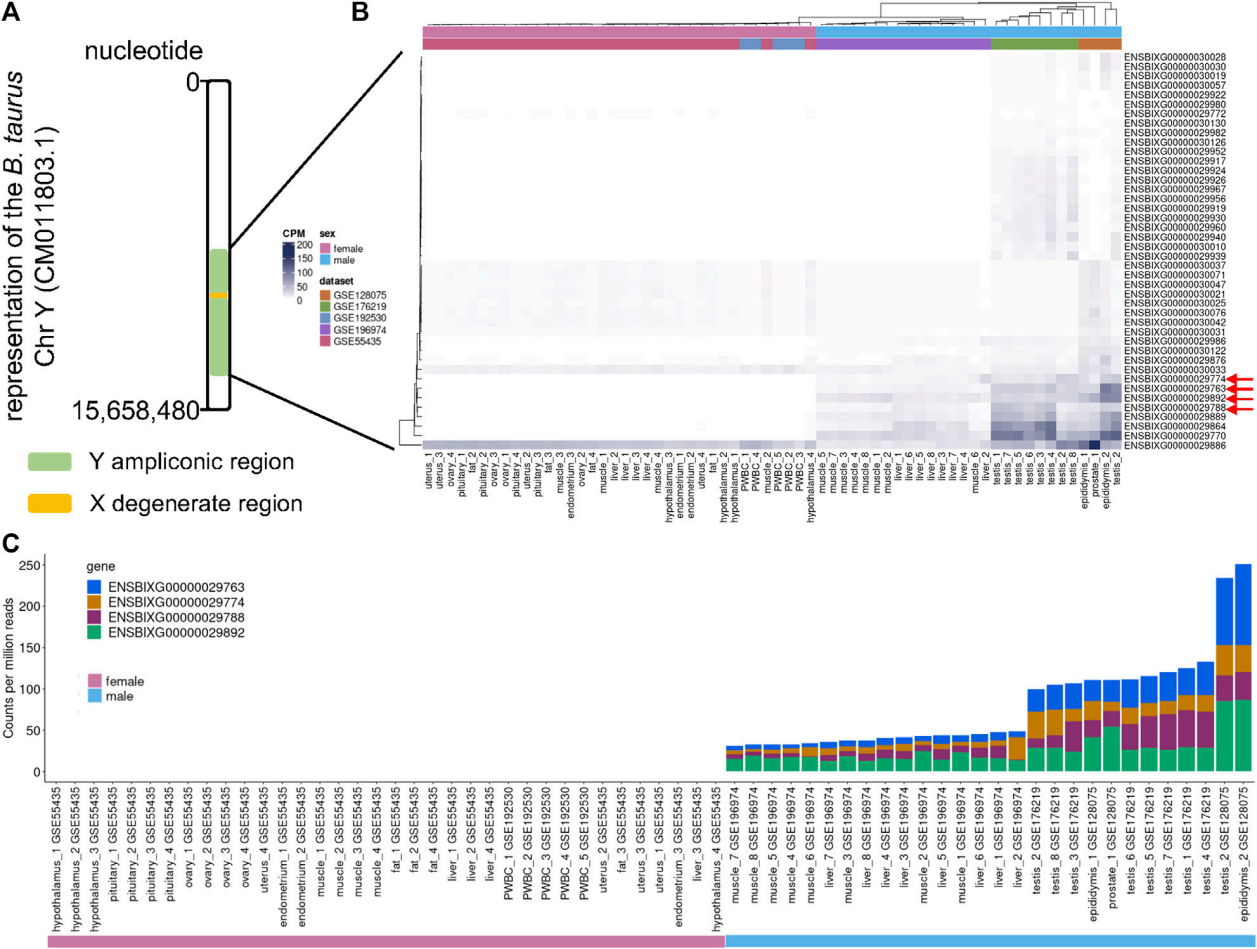
Using RNA-sequencing data to detect transcripts specific to male samples. **(A)** Depiction of the cattle chromosome Y. **(B)** Representation of the transcript abundance of genes annotated to the ampliconic region in the cattle chromosome Y. Red arrows indicate four candidate genes with transcripts enriched in tissue samples collected from males. **(C)** Cumulative counts per million reads of the genes ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763 in samples obtained from male and female cattle.

### Sexing blastocysts by RNA-sequencing data

We assessed the transcript abundance of the genes ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763 in 22 cattle blastocysts. 

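Single blastocysts were collected between 165 and 166 h post-fertilization, and 1 RNA-sequencing library was made from each. The paper inferred 8 of them to be females and 14 to be males. The authors deposited the number of fragments counted on each of 27607 genes of the ARS-UCD1.2 annotation, without normalization. The total count per blastocyst ranged from 17270424 to 20917391 (median 18835998) for the 8 inferred females and from 7999204 to 23884228 (median 18663052) for the 14 inferred males. Blastocyst 6, an inferred male, had the lowest total, and the other 13 inferred males had at least 16593231 counts. The chromosome Y annotation was counted separately by the authors, and the count table used here holds 0 of its rows. Reads on the 4 genes were therefore recovered from the CPM that the supplement prints for each blastocyst, as the whole numbers of reads of which all 4 printed values are multiples. On 200 simulated blastocysts this gave the known reads in 200, up to a common divisor of the 4 numbers, and 188 of them had no such divisor. The simulated reads were more numerous than those of blastocysts 6 and 21. The choice of a divisor from the deposited total was not simulated. The recovered reads were then divided by the deposited library size, scaled with TMM factors from edgeR that ranged from 0.948 to 1.07, to give the CPM reported here. These values thus share their numerators with the paper's CPM and differ from them in the library size. The deposited total was 1.09 to 1.14 times the library size implied by the paper's CPM in the 13 inferred males other than blastocyst 6 (SD 0.0178), for which the largest step that fitted the 4 printed values also implied the size nearest to the total. The total multiplied by the TMM factor was 1.07 to 1.17 times that size (SD 0.0315). Across these 13 blastocysts, the deposited totals and the implied sizes had a Pearson correlation of 0.990 and a Spearman correlation of 0.978 (permutation p = 1e-05 for each, the smallest that the permutations can give; 1 relation computed). Without the 2 blastocysts farthest from the median total, the Pearson correlation was 0.988 (permutation p = 1e-05, n = 11). Blastocyst 21 was left out of this check because its only printed value above 0 fits any number of reads. For blastocyst 6, the values are multiples of 83 reads in all, with an implied size of 3767256, or of 166 reads, with an implied size of 7534513. The second was used because it lies nearer to the deposited total, a choice made after the values were seen. No pair of libraries was a duplicate, since the lowest chi-square per degree of freedom between any of the 231 pairs was 38.1.

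**Figure D1:**
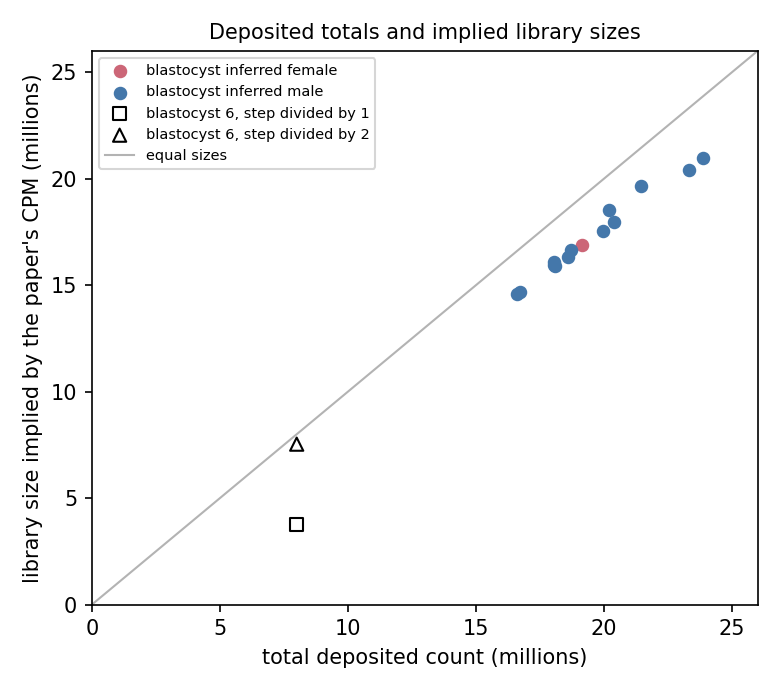
Total deposited count (horizontal axis, counts) against the library size implied by the paper's CPM (vertical axis, counts) for the 15 blastocysts with a read on the 4 genes. Filled points are 13 inferred males and blastocyst 21, with the largest step, open symbols are blastocyst 6 with its 83 or 166 reads, and the line marks equal sizes. All 14 filled points lie below the line.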

For eight blastocysts there was no detection of transcripts (CPM = 0) for the genes ENSBIXG00000029788, ENSBIXG00000029774, and ENSBIXG00000029763. 

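In each of the 8 inferred females, 0 reads were recovered for ENSBIXG00000029788, ENSBIXG00000029774 and ENSBIXG00000029763. At the depth of these libraries, a count of 0 allows up to 3 counts, or between 0.146 and 0.182 CPM depending on the blastocyst. Transcripts of these 3 genes below that level cannot be excluded at this depth. These limits cover counting error only, because amplified fragments without molecular identifiers are not independent molecules.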

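Blastocyst 21 had 1 recovered read on ENSBIXG00000029892, among 19160083 counts. Because its single printed value fits any number of reads, the number whose implied library size lay nearest to the deposited total was taken. With the deposited library size this read corresponded to 0.0503 CPM, with a 95% Clopper-Pearson interval from 0.00127 to 0.280. The other 7 inferred females had 0 reads on this gene, and their upper 95% limits reached 0.224 CPM. The interval of blastocyst 21 leaves out 0 because a read was seen, but it overlaps the range allowed for the other 7. Blastocyst 21 therefore could not be told apart from the blastocysts with 0 reads at this depth. Its value also lay under the limit of 3 counts for its own library, 0.151 CPM. That limit applies to 0 reads and is not a detection limit.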

For seven blastocysts there was no detection of transcripts (CPM = 0) for the gene ENSBIXG00000029892, whereas one blastocyst presented CPM = 0.0592 for ENSBIXG00000029892. 

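Over the 8 blastocysts with at most 1 read on ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774 and ENSBIXG00000029763 together, the mean cumulative CPM was 0.00628 ± 0.0178 (SD, n = 8). The median was 0. Only the scaling was varied for the mean, which rests on the 1 read of blastocyst 21. Without TMM factors, the scaling that moved it most, the mean was 0.00652.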

The average cumulative CPM for ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763 for these eight blastocysts was equal to zero, therefore, we inferred them to be females (Figure 2). By comparison, we observed a group of 14 blastocysts from which sequences from transcripts of the genes ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763 were produced and quantified. 

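The positions in Table 1 place these genes on chromosome Y of the UOA_Angus_1 annotation. ENSBIXG00000029763, which Table 1 names OFD1, extends from 6953027 to 7017526, and ENSBIXG00000029774, named ZRSR2, from 7305910 to 7361376. ENSBIXG00000029788 extends from 7419104 to 7602856 and ENSBIXG00000029892 from 8054318 to 8104065, both without a symbol. Every one of the 14 inferred males had reads on each of the 4 genes. The largest mean contribution came from ENSBIXG00000029892, with 70.9 ± 25.1 CPM (SD, n = 14), followed by ENSBIXG00000029788 with 46.7 ± 23.3 CPM (SD, n = 14). The order of these 2 genes was reversed in blastocyst 6 (72 against 80 reads) and in blastocyst 11 (635 against 647 reads). ENSBIXG00000029774 had 15.8 ± 6.78 CPM (SD, n = 14) and ENSBIXG00000029763 had 9.94 ± 4.18 CPM (SD, n = 14). In 13 of the 14 inferred males, ENSBIXG00000029774 held between 5.91% and 20.6% of the reads on the 4 genes. In blastocyst 6 it held 2 reads, or 1.2%, which corresponded to 0.236 CPM and was under the limit of 3 counts for that library, 0.354 CPM.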

Their average cumulative CPM was 161.38 (minimum: 22.02, median: 171.32, maximum: 275.28) and thus we inferred these blastocysts to be males.

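With the deposited library sizes, the cumulative CPM of the 14 inferred males was 143.4 ± 51.1 (SD, n = 14), with a median of 157.3. The highest value was 235.4 in blastocyst 13, from 4830 reads. The lowest was 19.6 in blastocyst 6, from 166 reads (95% Clopper-Pearson interval 16.7 to 22.8). The next lowest was 90.1 in blastocyst 11, from 1741 reads (interval 86.0 to 94.5), so the gap between these 2 blastocysts was larger than counting error. Blastocyst 6 alone set the minimum. Without it the mean was 152.9 ± 38.2 (SD, n = 13), the largest shift of the mean among the alternatives tried. With 83 reads in place of 166, the value of blastocyst 6 was 9.79. Because the groups were inferred from these same 4 genes, no test was made of the difference between them. Against the highest limit of 3 counts among the inferred females, 0.182 CPM, the mean of the inferred males was 782-fold higher. The value of blastocyst 6 was 53.7-fold higher. Both ratios use the lower number of reads in blastocyst 6. Against the upper 95% limit of blastocyst 21, the highest of the inferred females, these were 509-fold and 35.0-fold. A cumulative CPM over 1 was seen in 14 of the 22 blastocysts, a number that was also found with a threshold of 10 when 166 reads were used for blastocyst 6. From the presence of these transcripts in one group of blastocysts and their lack in the other, the paper infers the former to be males and the latter to be females.

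**Figure D2:**
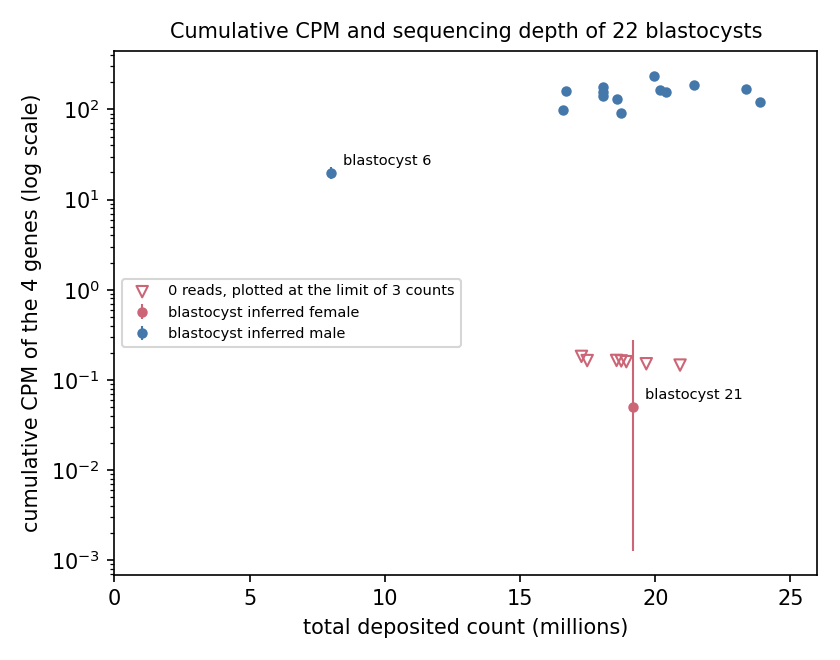
Cumulative CPM of the 4 genes (vertical axis, log scale) against total deposited count (horizontal axis, counts) for 22 blastocysts, with 95% Clopper-Pearson intervals. Open triangles are the 7 inferred females with 0 reads, plotted at the limit of 3 counts. Blastocyst 6 sits at 19.6 CPM, below the other 13 inferred males and above all 8 inferred females.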

**FIGURE 2:**
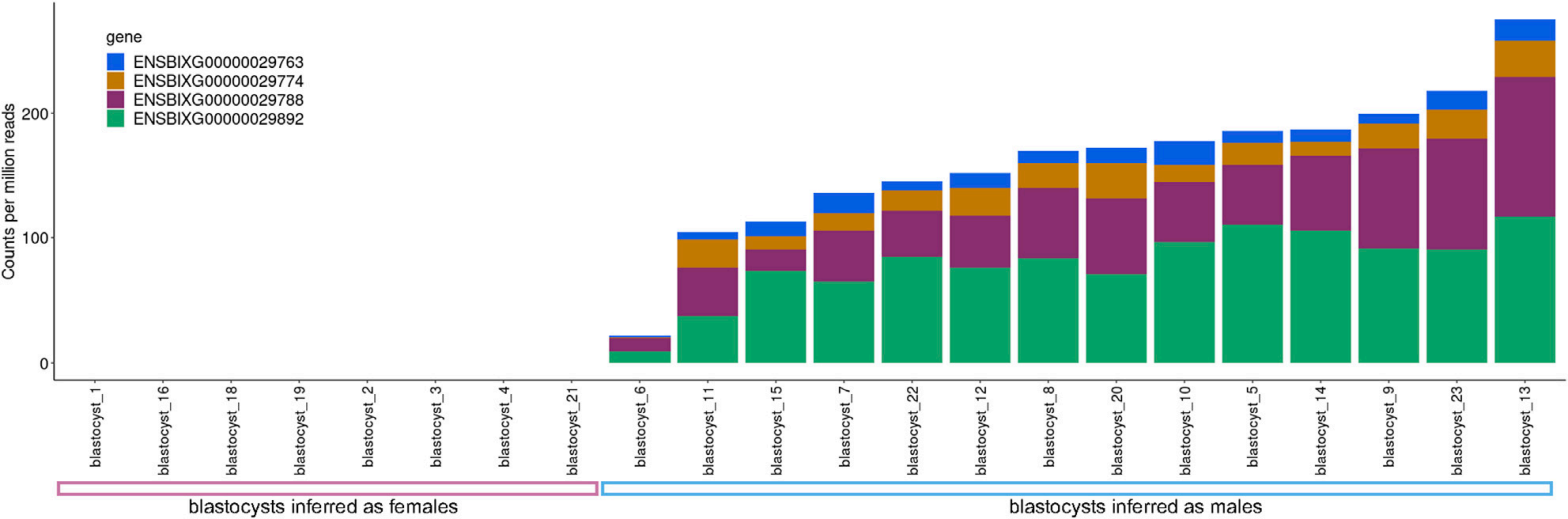
Sexing of cattle blastocysts using RNA-sequencing data.

### Sexing embryos by PCR

Using the complete sequence of the cattle chromosome Y, recently published (Liu et al., 2019), we identified a set of oligonucleotides spanning the nucleotides 10,308,490 and 10,308,776 that pair in the ampliconic region (Figure 3A). Because these oligonucleotides did not align in a repeated region of the cattle chromosome Y, the amplified fragment is expected to be 279 base pairs long. Indeed, our tests using male DNA showed that these oligonucleotides produced a fragment of length close to the expected (Figure 3B). More importantly, PCR assays using these two oligonucleotides did not produce amplicons when female DNA was used. We multiplexed this reaction with a pair of oligonucleotides mapping to the cattle chromosome 28, thus a reaction would have one product of amplification serving as a positive control. Therefore, using our oligonucleotides, one band indicates a female and two bands indicate a male DNA (Figure 3B). We further confirmed the amplicon by sequencing the fragment amplified using the Sanger method (Additional file 2). The amplified product aligned to the sequence of the chromosome Y deposited in the NCBI (Figure 3C) and did not map to the reference genome (data not shown). Using the described PCR assay with two pairs of oligonucleotides, we unequivocally sexed 60 blastocysts, identifying 25 males and 35 females.

**FIGURE 3:**
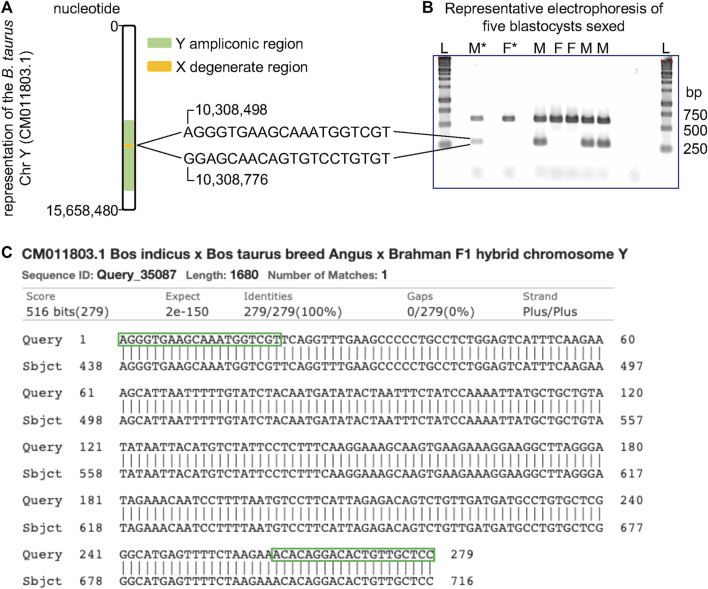
Schematics of PCR assay for sexing samples from cattle. **(A)** Position of the oligonucleotides relative to the sequence of the cattle chromosome Y (Liu et al., 2019). **(B)** Representative electrophoresis of the result of PCR assays for sexing cattle samples. **(C)** Alignment of the PCR product with a segment of the sequence of the cattle chromosome Y (CM011803.1). Green boxes indicate where the oligos align on the DNA sequence. L, ladder, F*, control DNA from a female, F, sample inferred as female, M*, control DNA from a male, M, sample inferred as male, bp, base pairs.

## Discussion

The recently published sequence of the cattle Y chromosome (Liu et al., 2019) has opened two avenues for the accurate sex determination of a sample from a subject that had not yet undergone gametogenesis. Each approach has its benefits and its limitations. For samples that are used for transcriptome analysis using RNA-sequencing and are limited in abundance, and researchers cannot extract both RNA and DNA, we have identified four genes present in the cattle chromosome Y that can be used for sex determination using transcriptome data alone. Although such analysis of transcriptome is not trivial, it can provide data on the sex of the sample, a biological variable that is often missing in many reports. On the other hand, for when researchers can obtain DNA, we produced and tested a set of oligonucleotides that allow an efficient determination of sex using PCR assays. This approach is very practical, and the data can be obtained quickly. Here we used these approaches successfully in cattle blastocysts.

### Using RNA-sequencing data to determine the sex of a sample

The mammalian chromosome Y are transcriptionally active during the pre-implantation and post-implantation development periods in tissues that are not directly related to the reproductive function (Chang et al., 2013; Petropoulos et al., 2016; Midic et al., 2018; Teixeira et al., 2019; Zhang et al., 2019; Godfrey et al., 2020). Our analysis focusing on the ampliconic region of the chromosome Y showed a greater abundance of transcripts from tissues found in gonads, but also detected transcripts in samples obtained from the liver, muscle, and prostate. We also observed samples from females that had sequences mapping to the ampliconic region of chromosome Y. This was not a surprising observation given the similarity between the DNA sequence in the chromosomes Y and X and the limitations of the mapping of short sequences (Ballouz et al., 2018; Webster et al., 2019).

Despite the similarity of DNA sequences between the chromosomes Y and X, we reasoned that specific genes would produce transcripts whose sequences would only map to the chromosomes Y in samples from male tissues. Indeed, four genes (ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763) showed representative transcript abundance in male samples, with limited to no transcript detection in samples obtained from females. Only two out of four genes that can be used for determining sex in samples using RNA-sequencing data are annotated. The identifiers ENSBIXG00000029763 and ENSBIXG00000029774 are annotated to the genes “oral-facial-digit syndrome 1 centriole and centriolar satellite protein” and “zinc finger CCCH-type, RNA binding motif and serine/arginine rich 2,” respectively.

This pattern of transcription of Y-specific genes across tissues has not been observed in cattle before, but similar findings have been observed in other species for different genes. The genes *DDX3Y*, *KDM5D*, *ZFY*, *EIF2SEY*, and *EIF1AY* have been used for sexing of pig samples using RNA-sequencing data (Teixeira et al., 2019) while the genes *RPS4Y1* and *RPS4Y2* have been used for sexing of samples obtained from rhesus macaque (Midic et al., 2018) and the gene *Eif2s3y* has been used for sexing of mice samples using RNA-sequencing data (Midic et al., 2018). Thus, the selection of genes for sexing samples using RNA-sequencing data is different between species.

We expected that the identification of these candidate genes (ENSBIXG00000029788, ENSBIXG00000029892, ENSBIXG00000029774, and ENSBIXG00000029763) using a stringent systematic approach could be used to determine the sex of cattle samples which are yet undetermined. 

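Beside the paper's tissue extremes, a cumulative CPM of 0.37 in female samples and 30.92 in male samples, 13 of the 14 blastocysts inferred as males lay above the lowest male tissue value. The exception was blastocyst 6, whose interval ended below it. For all 8 blastocysts inferred as females, the upper 95% limit was under the highest female tissue value.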

Our test in individual blastocysts indicated that these genes had a pattern of transcript abundance that resembled the observed in samples of known sex. Thus, we identified a set of genes that fit our initial hypothesis that RNA-sequencing data has valuable information that can be used for the accurate determination of sex in cattle embryos. Using our procedures, researchers can add sex as a variable in their investigation of the transcriptome using single embryos, in cases where there is no opportunity for DNA extraction for a PCR reaction. Even when using sexed semen to produce their embryos (Garner and Seidel, 2008; Sharpe and Evans, 2009), researchers can use the procedure presented here as a second-tier confirmation of the embryo’s sex. Although we did not test in this study, our results indicate that there is an opportunity to carry out embryo sexing using transcriptome data produced from a biopsy collected from a blastocyst.

### Using PCR to determine the sex of a sample

Many PCR assays have been developed for the determination of sex in samples, including from cattle (Herr, 1990; Itagaki et al., 1993; TAGLIAVINI et al., 1993; Fujishiro et al., 1995; Kamimura et al., 1997; Makondo et al., 1997; Zeleny et al., 2002; Seidel, 2003; Joerg et al., 2004; Parati et al., 2006; Abdul et al., 2011; Resende et al., 2011; Da Cruz et al., 2012; Davoudi et al., 2012; Herrero et al., 2013; Maleki et al., 2013), however, most of the assays have relied on oligonucleotides that anneal to repeated regions on the Y-chromosome (Bondioli et al., 1989; Utsumi et al., 1992; Itagaki et al., 1993; Machaty et al., 1993; Bredbacka et al., 1995; Park et al., 2001; Alves et al., 2003; Kageyama et al., 2004), or have limited efficiency (Kirkpatrick and Monson, 1993; Makondo et al., 1997; Hirayama et al., 2004; Zoheir and Allam, 2010; Abdul et al., 2011; Hommelsheim et al., 2014; Khamlor et al., 2015). The oligonucleotides we tested in this study have three important advantages. First, we used the complete sequence of the chromosome Y (Liu et al., 2019); second, we intentionally focused our search of candidate oligonucleotide pairs on the segment of the chromosome Y that is unique to males; third, we avoided repeated regions of the DNA. Our strategy to narrow down our search to a segment of the chromosome Y combined with an efficient tool for primer design [NCBI Primer BLAST (Ye et al., 2012)] allowed us to identify a set of oligonucleotides that produce a single amplicon that is of the same length for any sample originated from males. Although we tested the oligonucleotides in DNA from single blastocysts and used DNA from white blood cells for controls, this pair of oligonucleotides is expected to work with a wide range of tissues and initial amounts of DNA that is free from PCR inhibitors (Schrader et al., 2012).

In closing, the complete sequencing and annotation of genomes is essential for research in genomics and other disciplines. Working with the complete sequence of the cattle ChrY, we developed oligonucleotides that unequivocally determine the presence of the ChrY in a sample from cattle. A multiplex assay using oligonucleotides annealing to an autosome chromosome assures the assay efficiency in the absence of a chromosome Y in samples from females. We confirmed reports that the genes in the ChrY are transcriptionally active in tissues not directly related to reproductive functions, and such transcription is limited or inexistent for four genes in samples obtained from female cattle. This set of four genes can be used for the efficient and accurate sexing of samples using RNA-sequencing data in cattle.

## Data Availability

The data presented in the study are deposited in the NCBI-GEO repository, accession number GSE225693. Repository link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225693.

# Supplementary material for: Sexing of cattle embryos using RNA-sequencing data or polymerase chain reaction based on a complete sequence of cattle chromosome Y
**Source:** Front Genet. 2023 Apr 3;14:1038291. doi: 10.3389/fgene.2023.1038291
**Supplement:** Supplementary file 1

## Supplementary code to: Sexing of cattle embryos using RNA-sequencing data or polymerase chain reaction based on the completed sequence of cattle chromosome Y

Jada Nix, Gustavo Schettini and Fernando Biase

2022-09-06

### Table of Contents

|                                         |   |
|-----------------------------------------|---|
| Bioinformatics .....                    | 1 |
| Alignment.....                          | 1 |
| Filtering.....                          | 2 |
| Counting.....                           | 2 |
| Analysis.....                           | 2 |
| Libraries.....                          | 2 |
| Obtain read counts.....                 | 2 |
| Calculate differential expression ..... | 5 |
| Table 1 .....                           | 5 |
| Figure 1B .....                         | 6 |
| Figure 1C .....                         | 7 |

Code produced by Fernando Biase. I created this file to permit reproducibility of the findings described in the paper. Please direct questions to Fernando Biase: [fbiase](mailto:) at [vt.edu](http://vt.edu) The sequence from the cattle chromosome Y published by [Liu et al. 2019](#) can be obtained using this link [CM011803.1](#) The gtf file with the annotation presented in [Liu et al. 2019](#) is located here [Bos\\_taurus\\_hybrid.UOA\\_Angus\\_1.97.gtf.gz](#)

### Bioinformatics

This is a general pipeline used for:

#### Alignment

```
#!/bin/bash
path_to_index=/home/fbiase/genome/arsucd_chrY/hisat_index/ars_ucd_1_2_chrY

/home/fbiase/bioinfo/hisat2-2.2.1/hisat2 -p 30 -k 1 -x $path_to_index -1 $read1 -2 $read2 -
-no-unal -S $output_alignment/alignment_chrY.sam --summary-file $output_alignment/alignment_s
ummary.txt
```

## Filtering

"converting sam to bam"

```
samtools sort -O BAM -l 9 -o $folder/alignment_chrY.bam $folder/alignment_chrY.sam &
```

"indexing"

```
#####
```

```
samtools index $folder/alignment_chrY.bam &
```

"filtering"

```
#####
```

```
samtools view -b -h -F 1796 -o $folder/alignment_chrY.filtered.bam $folder/alignment_chrY.bam &
```

"sorting"

```
#####
```

```
samtools sort -O BAM -l 9 -o $folder/alignment_chrY.filtered.sorted.bam $folder/alignment_chrY.filtered.bam &
```

"removing duplicates"

```
#####
```

```
bammarkduplicates I=$alignment O=$undup_output level=9 markthreads=1 rmdup=1 index=1 dupindex=0 verbose=0 &
```

## Counting

```
gtf_file=/home/fbiase/genome/chrY/annotation/Bos_taurus_hybrid.UOA_Angus_1.97_only_chrY.chr.gtf
/subread-2.0.1-source/bin/featureCounts -s 0 -a $gtf_file -o $output -F 'GTF' -t 'exon' -g 'gene_id' --ignoreDup -T 30 -p $undup_output
```

## Analysis

### Libraries

```
library('edgeR',quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("DESeq2",quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('dendextend', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('ComplexHeatmap', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('dendsort', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('circlize', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("ggplot2",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("Rsamtools",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("kableExtra",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("flextable",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
```

### Obtain read counts

```
files<-list.files("/mnt/storage/lab_folder/chrY/alignment_chrY_public_data_a", recursive=T, pattern="alignment_chrY.filtered.sorted.undup.bam", full.names = TRUE)
files<-files[grep("female", files, invert = FALSE)]
files<-files[grep("bai", files, invert = TRUE)]

index_stats_females<-data.frame(matrix(nrow=2213))
for (n in 1:length(files)) {
  index_stats<-Rsamtools::idxstatsBam(files[n])
  index_stats<-index_stats[,c(1,3)]
}
```

```

colnames(index_stats)<-c("seqnames", stringr::str_split_fixed(files[n], "/", 9)[8])
index_stats_females<-cbind(index_stats_females,index_stats)
}
index_stats_females<-subset(index_stats_females, select= -c(matrix.nrow...2213.))

#round( (index_stats_females[31,seq(from = 2, to = dim(index_stats_females)[2], by = 2)] /colS
ums(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2)]) )*100 ,2)

dim(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2))][2]

## [1] 36

ave(colSums(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2)))[1]

## SRR1178419
## 17829956

min(round( (index_stats_females[31,seq(from = 2, to = dim(index_stats_females)[2], by = 2)] /c
olSums(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2)]) )*100 ,2
))

## [1] 0.06

max(round( (index_stats_females[31,seq(from = 2, to = dim(index_stats_females)[2], by = 2)] /c
olSums(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2)]) )*100 ,2
))

## [1] 0.16

rowMeans((index_stats_females[31,seq(from = 2, to = dim(index_stats_females)[2], by = 2)] /col
Sums(index_stats_females[,seq(from = 2, to = dim(index_stats_females)[2], by = 2)]) )*100 )

## 31
## 0.09959867

files<-list.files("/mnt/storage/lab_folder/chrY/alignment_chrY_public_data_a", recursive=T, pa
ttern="alignment_chrY.filtered.sorted.undup.bam", full.names = TRUE)
files<-files[grep("female", files, invert = TRUE)]
files<-files[grep("bai", files, invert = TRUE)]

index_stats_males<-data.frame(matrix(nrow=2213))
for (n in 1:length(files)) {
  index_stats<-Rsamtools::idxstatsBam(files[n])
  index_stats<-index_stats[,c(1,3)]
  colnames(index_stats)<-c("seqnames", stringr::str_split_fixed(files[n], "/", 9)[8])
  index_stats_males<-cbind(index_stats_males,index_stats)
}

index_stats_males<-subset(index_stats_males, select= -c(matrix.nrow...2213.))

#round( (index_stats_males[31,seq(from = 2, to = dim(index_stats_males)[2], by = 2)] /colSums(
index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2)]) )*100 ,2)

dim(index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2))][2]

## [1] 30

ave(colSums(index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2)))[1]

## SRR14740610
## 48700745

```

```

min(round( (index_stats_males[31,seq(from = 2, to = dim(index_stats_males)[2], by = 2)] /colSums(index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2)]) )*100 ,2))

## [1] 0.05

max(round( (index_stats_males[31,seq(from = 2, to = dim(index_stats_males)[2], by = 2)] /colSums(index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2)]) )*100 ,2))

## [1] 0.34

rowMeans((index_stats_males[31,seq(from = 2, to = dim(index_stats_males)[2], by = 2)] /colSums(index_stats_males[,seq(from = 2, to = dim(index_stats_males)[2], by = 2)]) )*100 )

##          31
## 0.1382073

files<-list.files("/mnt/storage/lab_folder/chrY/alignment_chrY_public_data_a/male/counts_all",
recursive=T, pattern="count", full.names = TRUE)
files<-files[grep("summary", files, invert = TRUE)]
files<-files[grep(".sh", files, invert = TRUE)]
#length(files)
count_data_reference_males<-data.frame(matrix(nrow=27607))
for (n in 1:length(files)) {
  count<-read.delim(files[n], header=TRUE, sep= "\t", stringsAsFactors = FALSE, comment.char=
"#")
  count<-count[,c(1,7)]
  count_data_reference_males<-cbind(count_data_reference_males,count)
}
rownames(count_data_reference_males)<-count_data_reference_males[,2]
count_data_reference_males<-count_data_reference_males[,seq(from = 3, to = dim(count_data_reference_males)[2], by = 2)]
colnames(count_data_reference_males)<- stringr::str_split_fixed(colnames(count_data_reference_males), "[.]", 9)[,8]

files<-list.files("/mnt/storage/lab_folder/chrY/alignment_chrY_public_data_a/male/counts_chrY_b", recursive=T, pattern="count", full.names = TRUE)
files<-files[grep("summary", files, invert = TRUE)]
files<-files[grep(".sh", files, invert = TRUE)]
#length(files)
count_data_chrY_males<-data.frame(matrix(nrow=192))
for (n in 1:length(files)) {
  count<-read.delim(files[n], header=TRUE, sep= "\t", stringsAsFactors = FALSE, comment.char=
"#")
  count<-count[,c(1,7)]
  count_data_chrY_males<-cbind(count_data_chrY_males,count)
}
rownames(count_data_chrY_males)<-count_data_chrY_males[,2]
count_data_chrY_males<-count_data_chrY_males[,seq(from = 3, to = dim(count_data_chrY_males)[2], by = 2)]
colnames(count_data_chrY_males)<- stringr::str_split_fixed(colnames(count_data_chrY_males), "[.]", 9)[,8]

count_data_reference_chrY_males<-rbind(count_data_reference_males, count_data_chrY_males)

## [1] 119 64

## [1] 42 64

```

### Calculate differential expression

```
group<-data.frame( row.names= c(colnames(count_data_reference_chrY_females), colnames(count_data_reference_chrY_males)), sample= c(colnames(count_data_reference_chrY_females), colnames(count_data_reference_chrY_males)) , sex=rep(c("female", "male"), c(dim(count_data_reference_chrY_females)[2], dim(count_data_reference_chrY_males)[2])))

group$sex<-as.factor(group$sex)

design<-model.matrix(~ group$sex)

count_data_chrY_edger<-DGEList(count=count_data_reference_chrY_males_females)
count_data_chrY_edger<-estimateDisp(count_data_chrY_edger,design, robust=TRUE)

count_data_chrY_edger_QLFit <- glmQLFit(count_data_chrY_edger, design,robust=TRUE)
count_data_chrY_edger_QLFit <- glmQLFTest(count_data_chrY_edger_QLFit , coef="group$sexmale")
count_data_chrY_edger_QLFit_edgeR_results_QLF<- topTags(count_data_chrY_edger_QLFit, adjust.method = "fdr", n=Inf)$table

count_data_chrY_edger_QLFit_edgeR_results_QLF<-count_data_chrY_edger_QLFit_edgeR_results_QLF[with(count_data_chrY_edger_QLFit_edgeR_results_QLF, order(-F)),]

###

count_data_chrY_DeSeq2<-DESeqDataSetFromMatrix(countData=count_data_reference_chrY_males_females,colData=group, design= ~ sex)

# Wald method
count_data_chrY_DeSeq2_Wald<-DESeq(count_data_chrY_DeSeq2, test="Wald",fitType='local')
count_data_chrY_DeSeq2_Wald<-results(count_data_chrY_DeSeq2_Wald, contrast=c("sex", "male", "female"), pAdjustMethod="fdr", tidy=TRUE)
count_data_chrY_DeSeq2_Wald<-count_data_chrY_DeSeq2_Wald[with(count_data_chrY_DeSeq2_Wald, order(pvalue)),]

count_data_chrY_edger_DeSeq2<-merge(count_data_chrY_edger_QLFit_edgeR_results_QLF,count_data_chrY_DeSeq2_Wald, by.x='row.names', by.y='row')

count_data_chrY_edger_DeSeq2<-count_data_chrY_edger_DeSeq2[with(count_data_chrY_edger_DeSeq2, order(-F)),]
```

**Table 1**

Table 1. Top ten differentially expressed genes between male and female tissues located in the cattle chromosome Y.

```
format_scientific <- function(x) {
  formatC(x, format = "e", digits = 2)
}

count_data_chrY_edger_QLFit_edgeR_results_QLF[1:10,] %>% flextable::flextable() %>% set_formatter(PValue = format_scientific, FDR= format_scientific) %>% colformat_double(j = c("logFC", "logCPM", "F"), digits = 2) %>% flextable::autofit()
```

| logFC | logCPM | F        | PValue   | FDR      |
|-------|--------|----------|----------|----------|
| 11.27 | 14.75  | 2,118.43 | 7.92e-37 | 1.11e-35 |
| 9.71  | 14.55  | 1,046.01 | 3.99e-46 | 1.68e-44 |
| 10.98 | 14.47  | 813.87   | 1.34e-28 | 9.37e-28 |
| 8.46  | 15.50  | 707.08   | 3.41e-40 | 7.16e-39 |
| 9.59  | 13.15  | 429.26   | 2.75e-23 | 1.65e-22 |
| 7.97  | 16.16  | 341.26   | 4.12e-29 | 4.32e-28 |
| -1.95 | 18.42  | 320.06   | 6.13e-29 | 5.15e-28 |
| 6.60  | 15.14  | 228.70   | 5.33e-23 | 2.80e-22 |
| 6.73  | 15.57  | 210.27   | 4.26e-22 | 1.99e-21 |
| -2.46 | 14.86  | 172.28   | 3.28e-21 | 1.38e-20 |

### Figure 1B

```
col_fun = colorRamp2(c(min(cpm_data_reference_chrY_males_females), max(cpm_data_reference_chrY_males_females)), c("#FFFFFF", "#1F305E"))
```

```
NCBI_GEO<-c("GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435",  
,"GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE554  
35", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE5  
5435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "GSE55435", "G  
SE55435", "GSE192530", "GSE192530", "GSE192530", "GSE192530", "GSE192530", "GSE176219", "GSE176  
219", "GSE176219", "GSE176219", "GSE176219", "GSE176219", "GSE176219", "GSE176219", "GSE196974  
", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974",  
"GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GSE196974", "GS  
E196974", "GSE128075", "GSE128075", "GSE128075", "GSE128075")
```

```
samples<-c("hypothalamus_1", "hypothalamus_2", "hypothalamus_3", "hypothalamus_4", "pituitary_1", "pituitary_2", "pituitary_3", "pituitary_4", "ovary_1", "ovary_2", "ovary_3", "ovary_4", "uterus_1", "uterus_2", "uterus_3", "uterus_4", "endometrium_1", "endometrium_2", "endometrium_3", "muscle_1", "muscle_2", "muscle_3", "muscle_4", "fat_1", "fat_2", "fat_3", "fat_4", "liver_1", "liver_2", "liver_3", "liver_4", "PWBC_1", "PWBC_2", "PWBC_3", "PWBC_4", "PWBC_5", "testis_1", "testis_2", "testis_3", "testis_4", "testis_5", "testis_6", "testis_7", "testis_8", "muscle_1", "muscle_2", "muscle_3", "muscle_4", "muscle_5", "muscle_6", "muscle_7", "muscle_8", "liver_1", "liver_2", "liver_3", "liver_4", "liver_5", "liver_6", "liver_7", "liver_8", "prostate_1", "epididymis_1", "epididymis_2", "testis_2")
```

```
#colnames(cpm data reference chrY males females)<- paste(samples,NCBI GEO)
```

```
colnames(cpm data reference chrY males females)<- paste(samples)
```

```
#colnames(cpm data reference chrY males females)
```

```
Heatmap(cpm_data_reference_chrY_males_females,
        name= "CPM",
        cluster_rows = dendsort(fastcluster::hclust(dist(cpm_data_reference_chrY_males_females), method = "single")),
```

```
geom_bar(position="stack", stat="identity")+
#geom_hline(yintercept=500, linetype="dashed", color = "red")+
scale_y_continuous(name="Counts per million reads")+
scale_x_discrete(name=NULL)+
scale_fill_manual(values=c("#015fe3", "#c57b00", "#8a2f6f", "#00a56a", "#ffaae3", "#ff8060"))+
#facet_grid(~sex, scales="free")+
theme_classic()+
theme(
  axis.title = element_text(size=15, color="black"),
  axis.text.x = element_text(size=13, color="black", angle=90, vjust=0.5, hjust=1),
  axis.text.y = element_text(size=15, color="black"),
  legend.text = element_text(size=15, color="black"),
  legend.title = element_text(size=15, color="black"),
  legend.position = c(0.2, 0.8)
)
```

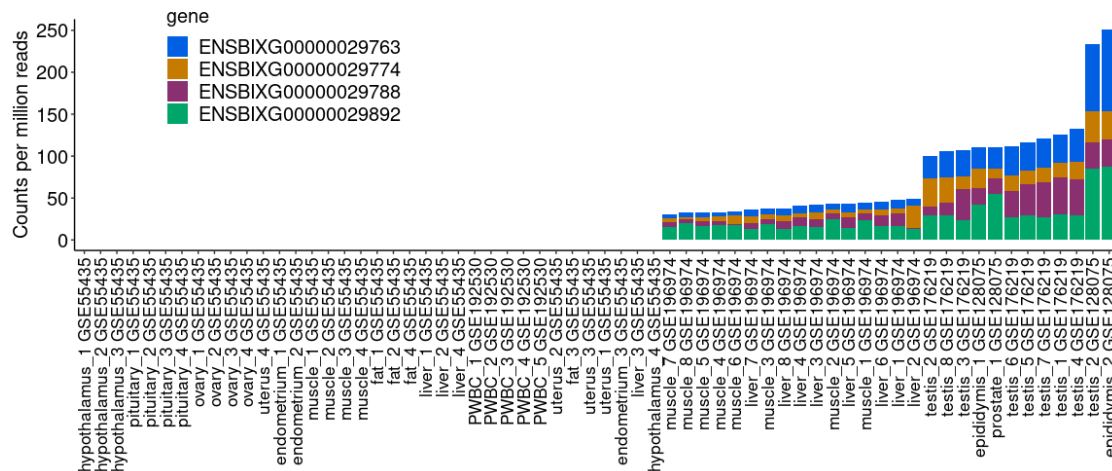

```
cpm_data_reference_chrY_males_females<-as.data.frame(cpm_data_reference_chrY_males_females)
cpm_data_reference_chrY_males_females_graph<-cpm_data_reference_chrY_males_females[rownames(cpm_data_reference_chrY_males_females) %in% c("ENSBIXG00000029788", "ENSBIXG00000029892", "ENSBIXG00000029774", "ENSBIXG00000029763"),]
```

```
summary(colSums(cpm_data_reference_chrY_males_females_graph[,1:dim(count_data_reference_chrY_females)[2]]))
```

```
##      Min. 1st Qu.  Median    Mean 3rd Qu.    Max.
## 0.00000 0.00000 0.00000 0.03041 0.00000 0.36775
```

```
summary(colSums(cpm_data_reference_chrY_males_females_graph[,37:dim(cpm_data_reference_chrY_males_females_graph)[2]]))
```

```
##      Min. 1st Qu.  Median    Mean 3rd Qu.    Max.
##   30.92   37.94   46.76   80.65  111.24  250.85
```

```
## [1] 119 22
```

##Figure 1B

```
cpm_data_reference_chrY_blastocysts<-as.data.frame(cpm_data_reference_chrY_blastocysts)
cpm_data_reference_chrY_blastocysts_graph<-cpm_data_reference_chrY_blastocysts[rownames(cpm_data_reference_chrY_blastocysts) %in% c("ENSBIXG00000029788", "ENSBIXG00000029892", "ENSBIXG00000029774", "ENSBIXG00000029763"),]
```

```
cpm_data_reference_chrY_blastocysts_graph$gene<-rownames(cpm_data_reference_chrY_blastocysts_graph)
```

```
cpm_data_reference_chrY_blastocysts_graph<-reshape::melt(cpm_data_reference_chrY_blastocysts_graph, id.vars="gene")
```

```
ggplot(cpm_data_reference_chrY_blastocysts_graph, aes(x=reorder(variable, value, sum), y=value, fill=gene )) +
  geom_bar(position="stack", stat="identity")+
  #geom_hline(yintercept=500, linetype="dashed", color = "red")+
  scale_y_continuous(name="Counts per million reads")+
  scale_x_discrete(name=NULL)+
  scale_fill_manual(values=c("#015fe3", "#c57b00", "#8a2f6f", "#00a56a", "#ffaae3", "#ff8060"))+
  #facet_grid(~sex, scales="free")+
  theme_classic()+
  theme(
    axis.title = element_text(size=15, color="black"),
    axis.text.x = element_text(size=13, color="black", angle=90, vjust=0.5, hjust=1),
    axis.text.y = element_text(size=15, color="black"),
    legend.text = element_text(size=15, color="black"),
    legend.title = element_text(size=15, color="black"),
    legend.position = c(0.2, 0.8)
  )
```

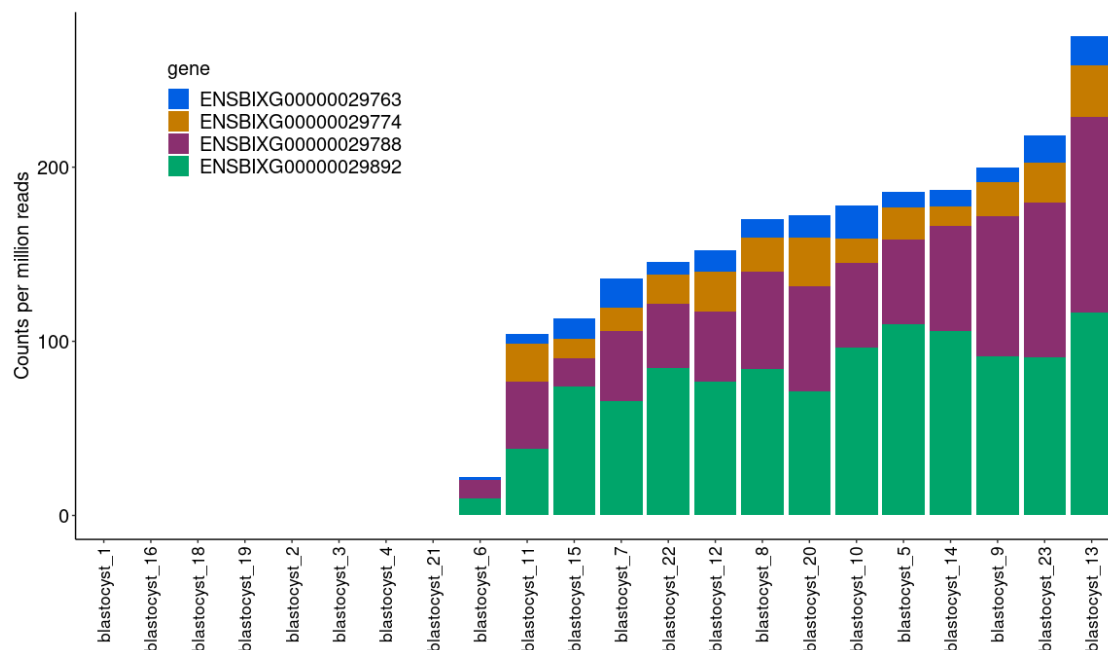

```
cpm_data_reference_chrY_blastocysts<-as.data.frame(cpm_data_reference_chrY_blastocysts)
cpm_data_reference_chrY_blastocysts_graph<-cpm_data_reference_chrY_blastocysts[rownames(cpm_data_reference_chrY_blastocysts) %in% c("ENSBIXG000000029788", "ENSBIXG000000029892", "ENSBIXG000000029774", "ENSBIXG000000029763"),]
```

```
cpm_data_reference_chrY_blastocysts_graph
```

```
##          blastocyst_1 blastocyst_10 blastocyst_11 blastocyst_12 blastocyst_13 blastocyst_14 blastocyst_15 blastocyst_16 blastocyst_18 blastocyst_19 blastocyst_2 blastocyst_20
blastocyst_21 blastocyst_22 blastocyst_23 blastocyst_3 blastocyst_4 blastocyst_5 blastocyst_6 blastocyst_7 blastocyst_8 blastocyst_9
## ENSBIXG000000029763          0          18.97552          6.061083          11.92225          16.87044
9.758044          11.71454          0          0          0          0          13.06061
0.0000000          7.238592          15.68339          0          0          9.008661          1.5926710
```

```

16.49501      10.23573      8.045926
## ENSBIXG00000029774      0      13.81169      21.483837      22.84052      29.46628
11.051928      10.75545      0      0      0      27.95786
0.00000000      16.930944      22.96496      0      0      18.017322      0.2654452
13.44391      19.97079      19.674804
## ENSBIXG00000029788      0      48.65200      38.826934      40.59839      112.22264
60.057797      16.64698      0      0      0      60.26926
0.00000000      36.745056      89.00830      0      0      48.617393      10.6178064
40.28406      55.57332      80.459261
## ENSBIXG00000029892      0      96.30856      38.106806      76.74163      116.72522
106.098513      73.84956      0      0      0      71.35717
0.05925871      84.593375      90.53591      0      0      110.062337      9.5560257
65.74168      84.22223      91.522410

```

```
colSums(cpm_data_reference_chrY_blastocysts_graph)
```

```

## blastocyst_1 blastocyst_10 blastocyst_11 blastocyst_12 blastocyst_13 blastocyst_14 blastoc
yst_15 blastocyst_16 blastocyst_18 blastocyst_19 blastocyst_2 blastocyst_20 blastocyst_21 bla
stocyst_22 blastocyst_23 blastocyst_3 blastocyst_4 blastocyst_5 blastocyst_6 blastocyst_7
blastocyst_8 blastocyst_9
## 0.00000000 177.74778193 104.47865989 152.10279287 275.28457472 186.96628283 112.96
652985 0.00000000 0.00000000 0.00000000 0.00000000 172.64489876 0.05925871 14
5.50796604 218.19255399 0.00000000 0.00000000 185.70571280 22.03194818 135.96466597
170.00207663 199.70240131

```

How the deposited data were processed for this re-analysis (not part of the article)

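RNA from 22 single cattle blastocysts was sequenced, and the paper inferred 8 blastocysts to be females and 14 to be males. This grouping was taken from the paper's Fig. 2 and from the output per blastocyst in its supplement, and each column of the count table was matched to its blastocyst by the number in the sample's title.

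According to the methods and the supplement's code, the authors aligned the reads to ARS-UCD1.2 with chromosome Y appended, removed duplicates, and counted fragments per gene without regard to strand, separately for the reference and the chromosome Y annotation. The deposited counts are whole numbers for 27607 genes of the reference annotation, not normalized by the authors. The reference table used here pairs 0 of these identifiers with a symbol or a chromosome, so the files do not pair identifiers with names, and genes are given by identifier. Genes of the chromosome Y annotation other than the 4 genes, genes of chromosome X as a set, XIST, the X copies of OFD1 and ZRSR2, the share of counts on chromosome Y, and mitochondrial genes were planned but not analysed here, because they need rows or annotation not used here.

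The CPM of the 4 genes printed per blastocyst in the supplement are the authors' values. One zero that the text of the supplement had lost in some rows was put back and the rows were checked against the printed column sums. Whole reads were recovered as the multiples of the largest step that fitted all 4 printed values, or of that step divided by a number of up to 5, whichever implied a library size nearest to the deposited total. The division differed from 1 only for blastocyst 6, where it was 2. Recovered reads were divided by the total count times the TMM factor of edgeR over all 27607 genes. The methods state TMM normalization over both annotations, whereas the library sizes here lack the chromosome Y annotation. That lack can only make the totals here smaller. Yet in 13 inferred males the deposited totals were 1.09 to 1.14 times the sizes implied by the paper's CPM. The cause of this excess was not tested. Whether the paper's printed CPM include TMM factors was not settled. In 13 inferred males, the ratio of the deposited total to the implied size had an SD of 0.0178. With the total multiplied by the TMM factor the SD was 0.0315. Intervals are 95% Clopper-Pearson limits on reads of the total count, and a count of 0 is given the limit of 3 counts. They cover counting error only.

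Genes were compared between inferred males and inferred females with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest with robust = TRUE, as in the supplement's code for the tissues) under R 4.3.3, over the genes kept by filterByExpr (a minimum count of 10 and a minimum total of 15), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. In counts simulated from the means, dispersions and library sizes of these libraries, with 200 of 14730 tested genes changed by 1 on the log2 scale, the test called 56.0% of the changed genes and made 5 false calls, 4.27% of its calls. The median fitted change of the raised genes was 1.03, and that of the lowered genes was -0.97. Alternatives used RLE or upper quartile scaling, DESeq2 1.42.0, other filters on low counts, log2 library size as a covariate, robust = FALSE, and libraries left out in turn. Where a gene is named, the rule was the smallest adjusted p in each direction among genes with an adjusted p under 0.05 and a mean of at least 10 counts. The rule allowed 5 per direction, of which 2 are printed because no names are paired with the identifiers.

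For runs of neighbouring table rows, each tested gene scored 0.75 if it was lower in inferred males with an unadjusted p under 0.05 and lost 0.25 otherwise, and the run with the highest sum was taken. In simulated counts with a planted run of 400 genes, the run found covered 390 of them among 14743 tested genes. The score was compared with 10000 shuffles of the rows. The run was also found in odd-numbered blastocysts and measured in even-numbered ones with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. Correlations used 100000 permutations and were tested on both sides. Recovery of reads and the permutations on library sizes used Python 3.11.15 with numpy 2.4.6. No batch is named in the labels or the paper, so none was tested.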

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

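Of the tests in this part, the comparisons with other splits of the blastocysts, the fit without the most counted gene and the stretch of rows with library size as a covariate were set before their own results were seen, the fits of the number of genes with library size as a covariate, with upper quartile scaling and without blastocyst 6 were chosen before the counts were seen, and the other tests, with the rule that finds the stretch and its settings, were chosen only after the result was seen.

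Blastocyst 21 stood apart from the other inferred females on the 4 genes, with 1 read and a cumulative CPM of 0.0503 against 0 in the others. Among 12 measures tested over the 8 inferred females, these 2, which rest on the same read, were past Dixon's critical value, and with 7 values at 0 any read would be. About 1 in 20 such tests passes by chance. The 8 inferred females had 1 read in all, too few to tell counting chance from a mapped read of chromosome X or from carry-over between libraries. No biological explanation was tested.

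The paper reports no comparison of the other genes between the groups it inferred. With edgeR's quasi-likelihood test, 263 of 14990 genes had an adjusted p under 0.05, of which 208 were higher in inferred females and 55 in inferred males. The 4 genes used to infer sex are not among those tested. In 1 of 100 splits of the 22 blastocysts into 8 and 14, the real one, were as many genes called; the other splits gave a median of 0 and at most 4. The tables argue against library size, scaling and blastocyst 6 as the whole explanation. With log2 library size as a covariate all 263 genes remained, under upper quartile scaling 249 remained, and without blastocyst 6 262 remained. The number called moved with single blastocysts, to 451 without blastocyst 6 and to 168 without blastocyst 1. Blastocyst 6 counted as a male in the main fit. On the stretch of rows described below, its shift above the inferred males was 0.62, within the 0.49 to 0.78 of the inferred females. Without it, 196 genes inside that stretch were called higher in inferred females, against 134 with it. GC content and gene length could not be checked, since 0 of the identifiers have a value, so the check is void. The fit without the most counted gene, in which 263 genes remained, is void as well, since that gene held between 0.829% and 2.88% of the counts and leaving it out hardly moved the fit (1991 genes at an unadjusted p under 0.05, against 1993). The inferred sex itself stays open as an explanation and was not tested apart from the grouping. The smallest adjusted p belonged to ENSBTAG00000003547, higher in inferred females with a log2 fold change of -1.05 (standard error 0.093, adjusted p = 5.5e-07). Its CPM was 50.5 ± 6.99 (SD, n = 14) in inferred males and 104.5 ± 9.80 (SD, n = 8) in inferred females, without overlap. The next was ENSBTAG00000054746, with -1.27 (standard error 0.13, adjusted p = 7.3e-06). Higher in inferred males were ENSBTAG00000000885, with 1.73 (standard error 0.20, adjusted p = 2.9e-05), and ENSBTAG00000022199, with 1.51 (standard error 0.18, adjusted p = 3.6e-05).

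The genes higher in inferred females were gathered in one stretch of the count table. No other settings of the rule that finds the stretch were tried. Between rows 1121 and 2259, which hold 544 of the tested genes (3.63%), lay 134 of the 208 genes higher in inferred females and 1 of the 55 higher in inferred males. The median log2 fold change was -0.56 inside the stretch and 0.03 outside, and 86.0% of the genes inside were higher in inferred females. None of 10000 shuffles of the rows reached its score of 152 (highest 6, p = 1e-04, the smallest the shuffles can give), and 1 of 100 splits of the blastocysts, the real one, gave as high a score (highest of the others 23.8). Choice of the stretch on the same data is argued against by a stretch found in the odd-numbered blastocysts alone, at rows 1132 to 2259. The even-numbered blastocysts were 4 inferred females and 7 inferred males, blastocyst 6 among them. There this stretch was lower in inferred males than the other genes by -0.41 on the log2 scale. In it, 76.9% of the genes were higher in inferred females, against 47.1% of the genes outside it. The set test gave p = 2.5e-26 with camera's preset correlation of 0.01, p = 0.000464 with an estimated correlation and p = 0.00022 with fry, from limma. Library size and scaling are argued against as well. With log2 library size as a covariate the median inside lay -0.63 from that outside, and under upper quartile scaling the shift in even-numbered blastocysts was -0.41. A candidate explanation is that the rows follow genome order and that the stretch belongs to a chromosome carried in different numbers by females and males, such as chromosome X. This hypothesis cannot be told apart from others here, because 0 of the identifiers were matched to a chromosome.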

How the results depend on the processing

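The alternatives were set before the data were examined, except the fits that each left out a blastocyst other than 6 or 21, the fit without the most counted gene, the 83 reads of blastocyst 6, alone or with another threshold or gene, and the settings of the stretch of rows, which were chosen after seeing the data.

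The mean cumulative CPM of the inferred males was between 142.7 and 152.9 under 5 alternatives, each within 1 SD of 143.4. The number of blastocysts over the threshold was 14 with thresholds of 10 and 0.37, 15 with any read and 13 with 30.92. It was 13 with ENSBIXG00000029774 alone and 14 with each of the other 3 genes alone. With 83 reads for blastocyst 6, it was 13 with a threshold of 10 and 13 with ENSBIXG00000029763 alone. Library sizes from the reference annotation alone are those already in use.

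The number of genes differing between the groups was 263, with 208 higher in inferred females and 55 in inferred males. With log2 library size as a covariate it was 407 (320 and 87), and with DESeq2's Wald test 555 (347 and 208), which lowered the share of genes higher in inferred females. The cause was not tested. Across the 22 fits that each left out one blastocyst, it ranged from 168 genes, without blastocyst 1, to 451, without blastocyst 6. The genes higher in inferred females ranged from 145 to 342 and those higher in inferred males from 23 to 109. With blastocyst 6 kept, the highest number was 315. The other planned fits gave between 225 and 311 genes, within 1.5 times the number reported. The log2 fold changes of the 4 genes named kept their direction and an adjusted p of at most 0.00017 under 31 alternatives. The stretch of rows was lower in inferred males under RLE, upper quartile and no scaling beyond library size, from -0.41 to -0.42 in even-numbered blastocysts.

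Not run were the alternatives for chromosome Y genes, X-linked genes, XIST and the X copies of OFD1 and ZRSR2, the share of counts on chromosome Y, and library sizes without mitochondrial genes. No paired analysis was possible, because each library came from a separate blastocyst and neither the labels nor the paper gives anything to pair them by. Depth limits the inferred females to upper limits on the 4 genes, and limits ENSBIXG00000029774 in blastocyst 6.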

Differences from the paper's values

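With the settings reported, none of the values compared differed from the paper's by both more than the SD between blastocysts and more than 1.5 times. Among the alternatives, the minimum without blastocyst 6 did, at 90.1 against the paper's 22.02. The mean cumulative CPM of the inferred males was 143.4 against the paper's 161.38, the median 157.3 against 171.32, the maximum 235.4 against 275.28 and the minimum 19.6 against 22.02. The mean of the inferred females was 0.00628 ± 0.0178 (SD, n = 8) against the paper's 0 in its text and 0.00741 from the values it prints per blastocyst, and the CPM of ENSBIXG00000029892 in blastocyst 21 was 0.0503 against the paper's 0.0592. The reads behind both sets are the same, so this comparison covers the library size and its scaling only. Whether the paper's values include TMM factors was not settled. Fig. 2 orders blastocyst 10 above blastocyst 20 and blastocyst 14 above blastocyst 5. Here blastocyst 20 was higher than blastocyst 10 (159.8 against 157.8) and blastocyst 5 higher than blastocyst 14 (167.4 against 166.3), in both cases with overlapping 95% intervals. With library size only, an alternative set before the data were examined, the order of the 14 inferred males was that of the paper, with 158.2 for blastocyst 10 against 151.9 for blastocyst 20 and 171.7 for blastocyst 14 against 162.5 for blastocyst 5. With DESeq2's size factors only the second pair was in the paper's order (164.8 against 164.5), and with TMM over the genes kept by filterByExpr neither was.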

Other observations

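In this part, the thinned libraries and the runs of genes in blastocyst 6 were set before their results were seen, though after the values of blastocyst 6, and all other tests were chosen after the result was seen.

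Blastocyst 6 was inferred to be male, with the lowest cumulative CPM of the 14 inferred males (19.6, against 90.1 to 235.4 in the other 13), the lowest total count, and the lowest median Spearman correlation with the other libraries (0.879, against at least 0.938). Low depth alone is argued against as the cause of the low correlation. When each of the other 13 inferred male libraries was thinned to 7999204 counts, the median correlation stayed at 0.937 or more. For the cumulative CPM, which thinning leaves the same on average, the 95% interval of blastocyst 6 from 16.7 to 22.8 lay below the lowest of the others. On the stretch of rows richest in genes higher in inferred females, found without blastocyst 6, blastocyst 6 lay 0.62 above the inferred males on the log2 scale. The 8 inferred females lay between 0.49 and 0.78 and the other 13 inferred males between -0.14 and 0.28. A general difference of the library is argued against as the source of that shift, since 26 runs of 540 genes elsewhere in the table shifted between -0.20 and 0.11 in blastocyst 6. A mixture of material with and without chromosome Y is a candidate explanation that cannot be told apart from others here. The 4 genes would put the male share at 12.4% of the median of the other inferred males. The index needed was taken as 1 minus that share, 0.88 (0.78 to 0.92 over the range of those males). The index itself is on a log2 scale where 0 is the median inferred male and 1 the median inferred female. With 83 reads the share is 6.21% and the index needed 0.94 (0.89 to 0.96). These needed values assume equal amounts of RNA from both materials. Because amounts add before log2 is taken, a mixture would then need a higher index, so the values are approximate and too low. The index of blastocyst 6 was 0.74, below both ranges, with quartiles of its genes from -0.29 to 1.38, against at most 0.30 in the other inferred males and at least 0.83 in the inferred females. The 2 genes named as higher in inferred females lay lower in blastocyst 6 than in every inferred female. These genes were chosen in the fit that counted blastocyst 6 as a male, which favours genes that are low in it. Their values therefore cannot be weighed against a mixture. ENSBTAG00000054746 had 15.3 CPM, within the 9.90 to 19.7 of the other inferred males and below the 28.3 to 44.6 of the inferred females. ENSBTAG00000003547 had 68.1 CPM, between the 41.5 to 56.9 of the other inferred males and the 92.9 to 124.2 of the inferred females. Whether such material would come from the embryo, from other cells or from another library stays open. Carry-over from the other inferred male libraries cannot be told apart, since the 2 of 166 reads on ENSBIXG00000029774 have a binomial probability of 0.0027 at the lowest share among those libraries, or 0.040 with 1 of 83 reads, but this rests on 1 library and reads near the limit of 3 counts. A mislabelled sample also cannot be told apart. The ratio of deposited total to implied size was 1.06, just outside the range of the other blastocysts, with a divisor that was chosen from the total itself. A difference in chromosome number was not tested.

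Among the 14 inferred males, the shift of the stretch fell with the cumulative CPM of the 4 genes (Pearson r = -0.86, permutation p = 2e-04; Spearman rho = -0.76, permutation p = 0.0024; 1 relation computed). Without blastocysts 6 and 13, the 2 farthest from the median CPM, r was -0.75 (permutation p = 0.0043, n = 12). Without blastocyst 6 alone, r was -0.70 (permutation p = 0.0092, n = 13). Blastocyst 11 had the next lowest cumulative CPM, 90.1, and the next highest shift, 0.27. In this relation the stretch was found anew without each blastocyst, whereas the shifts given above used the stretch found without blastocyst 6 for all blastocysts. Mixed material in several libraries may be one explanation, but the relation is itself the pattern to be explained, so it cannot be told apart from a property of the libraries that moves both measures. The relation was noticed and tested on the same blastocysts.

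The 2 genes named as higher in inferred males rose with the cumulative CPM of the 4 genes among the 14 inferred males. For ENSBTAG00000022199, Pearson r was 0.90 (permutation p = 2e-05, adjusted p = 0.0011 over 55 relations) and Spearman rho 0.79 (permutation p = 0.0012). For ENSBTAG00000000885, r was 0.85 (permutation p = 0.00017, adjusted p = 0.0047) and rho 0.78 (permutation p = 0.0016). Without blastocysts 6 and 13, r was 0.85 (permutation p = 5e-04) and 0.66 (permutation p = 0.017). Whether the relation rests on blastocyst 6 alone cannot be told apart for both genes. Without it r was 0.81 (permutation p = 0.00079, adjusted p = 0.043) and 0.71 (permutation p = 0.0079, adjusted p = 0.15), so the second fails the correction. Over the other 53 genes higher in inferred males the median r was 0.02, and 2 of them had an adjusted p under 0.05, both with a negative r. Without blastocyst 6, 1 of them had a higher r (0.72) than ENSBTAG00000000885. Without blastocysts 6 and 13 their median r was 0.21, and 1 of them had a higher r (0.68) than ENSBTAG00000000885. In blastocyst 6, ENSBTAG00000000885 had 3.78 CPM and ENSBTAG00000022199 had 9.79 CPM, against a range of 1.99 to 3.59 and of 7.70 to 11.7 in the inferred females. Reads shared with near-identical copies on chromosome Y may explain the relation (r = 0.90), but so may any expression that goes with it, and these cannot be told apart because the identifiers are not paired with a name or a copy. The counts of these 2 genes are uncertain where the authors' counting could split such reads.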
